A study of Mus musculus with 14 samples.

How the data were processed

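Bulk RNA sequencing was measured in mouse retinas on the day of birth (P0) and at postnatal day 22 (P22). The labels give each sample's genotype as heterozygous (het) or knockout (KO) for a long noncoding RNA called Peanut. Grouping followed those labels: 4 P0 het, 4 P0 KO, 2 P22 het and 4 P22 KO libraries. Per the labels' protocols, retinas were frozen in Trizol and RNA was purified on columns. The P0 libraries were made after enzymatic removal of ribosomal RNA, with random priming, and the P22 libraries with a stranded total RNA kit. Age and library kit therefore coincide, so levels were not compared between ages. The aligner, the read counter, the genome build and the annotation are not stated in the labels or file headers, nor is the use of strand in counting.

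Each age came as its own deposited table. The deposited read counts per gene were whole numbers, not normalized, with 1 column per library and no pooling of replicates, per the file headers. The deposited CPM values were the authors' own scaling to library size; dividing count by CPM gave 1 constant total per library, which was used here as the library total. The genes given summed to between 97.7% and 99.7% of those totals, and the rule by which the other genes were left out of the deposited tables is not stated. The authors' deposited table also holds a log2 fold change and a log2 mean CPM per gene, per the file headers. The p-value and false discovery rate columns are those of the authors' own test, per the file headers, and the tool is not named there. An edgeR exact test with 1 common dispersion and library totals as the only scaling was computed here and set against those p-values. The largest difference was 1.42e-14 log10 units at P0 and 0.00213 at P22.

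Gene identifiers were versioned Ensembl identifiers with symbols. Against the GENCODE mouse annotation of GRCm38 given for this work, 97.1% of the 19337 P0 identifiers and 96.5% of the 11613 P22 identifiers matched with their version, and 19305 and 11610 without it. Coordinates are from that annotation (GRCm38), since the tables give none. GC content and transcript length were known for 99.8% of the P0 genes and 99.9% of the P22 genes.

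Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Steps were filterByExpr, TMM scaling, estimateDisp, glmQLFit and glmQLFTest, within each age, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The filter removed no gene at either age. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The difference in genotype effect between ages was tested in 1 quasi-likelihood model over the 11428 genes in both tables. A kit effect shared by both genotypes cancels in that contrast. Lists of called genes were compared with Fisher's exact test, two-sided.

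Marker gene sets for retinal cell types were written before the data were examined. They were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01), with adjustment over the sets with at least 5 tested genes. A set score per library was the mean over the set's genes of log2(TMM-scaled CPM + 1). Scores were compared with exact two-sided permutation tests of the difference of group means. The smallest p-value such a test can give is 0.0286 at P0 and 0.0667 at P22, so no single P22 score can pass 0.05. Whether a score's genotype effect differed between ages was tested by permuting genotype within each age over all 1050 arrangements.

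Genes named in the text followed a rule fixed before the data were examined. It takes the targeted gene where an entry carries its name. It adds, at each age, the 5 largest rises and the 5 largest falls among genes with adjusted p under 0.05, mean log2 CPM of at least 0 and every KO library on one side of every het library. Where fewer than 3 genes pass, the 3 smallest p-values are taken instead. A fixed list of 16 retinal genes is given gene by gene only where the p-value adjusted over the list is under 0.05, and 1 gene of the list is not used here. For the difference between ages, the 3 smallest p-values are named. Gm11454 was also given in every library, and Ndufa4l2 was named, after their values were seen.

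Library totals ranged from 15028865 to 19833083 reads at P0 and from 1819688 to 22813199 at P22. A floor of 3 reads corresponds to 0.151 CPM or more at P0 and 0.132 to 1.65 CPM at P22. Reads carry no molecular identifiers, so floors cover counting error only.

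Replicate numbers come from the sample titles, which number the samples of each genotype from 1 within each age. The labels do not say that same-numbered samples are littermates. The pairing was checked by correlating, across genes, the deviations of same-numbered samples from their group means. A fit with the replicate number as a block was made as an alternative.

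Alternatives fixed before the data were examined were DESeq2 size factors, library totals only, the DESeq2 1.42.0 Wald test (whose filter left 1127 P22 genes without an adjusted p), limma-voom with sample weights, robust fitting, no filter, a mean CPM of at least 1, an absolute log2 fold change of at least 1, the replicate block, a sex score covariate, removal of mitochondrial, ribosomal RNA, haemoglobin and sex-linked marker genes, each library left out in turn, fry, camera on ranks, a pseudocount of 0.1 and medians for scores. Alternatives for normalized values were not run because the tables hold counts. Chosen after seeing the data were the exact test with 1 dispersion, offsets for GC content and transcript length, thinning of the P22 libraries to the shallowest, row sums as library totals, and, at P22, a sex score from Y-linked genes alone.

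The scripts were tested on simulated counts drawn at the real means, library totals and dispersions, with 200 genes changed by a log2 fold change of 1. The changed genes were drawn only from genes above a cut on mean expression. The recovery below therefore does not cover weaker genes such as Gm11454, at a mean log2 CPM of -0.29 at P0. The edgeR quasi-likelihood test recovered 193 of the 200 among 19329 genes at P0, with 15 unchanged genes called. At P22 it recovered 166 of 200 among 11613 genes, with 13 unchanged genes called. The test of the difference between ages recovered 138 of 200 among 11428 genes, with 7 unchanged genes called. With nothing changed, 0 genes were called at P0 and 3 at P22. A rod set lowered by 0.5 was recovered at -0.47 at P0 and -0.43 at P22 by camera, with 0 unchanged sets called. Each gene was drawn on its own, so the simulation does not show how the tests behave where genes vary together. Over all 35 splits of the real P0 libraries into 4 and 4, camera called a median of 4 sets. Over all 15 splits of the P22 libraries the median was also 4.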

Results

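The data were RNA-seq read counts per gene from 14 mouse retina libraries, from animals heterozygous (het) or knockout (KO) for the long noncoding RNA Peanut. There were 4 het and 4 KO libraries at P0, the day of birth, and 2 het and 4 KO libraries at P22. Heterozygotes served as the control group at both ages, and no wild-type library was analysed here. Library totals at P0 ranged from 15028865 to 19833083 reads. At P22 the KO libraries held 11044462 to 17990507 reads and het replicate 2 held 22813199, but het replicate 1 held 1819688. The P22 table therefore rests on a single deep het library and a shallow one. No pair of libraries matched within sampling noise. Over genes with at least 100 reads in a pair, the median squared difference was at least 3.17 times that of sampling alone at P0 and 3.85 times at P22.

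The series title asks about neurogenesis and rod photoreceptor differentiation, so the first check was the targeted transcript. 0 entries in either table carry the name Peanut, so the targeted gene was not identified by name. At P0, Gm11454 (ENSMUSG00000086152.1), a long intergenic noncoding RNA gene, separated the genotypes completely. In GRCm38 it lies on the plus strand of chromosome 2 from 163122606 to 163143959, with 3 exons and 714 exonic bases. The het libraries held 22, 14, 30 and 31 reads, and all 4 KO libraries held 0. Gm11454 averaged 1.41 ± 0.427 CPM in the hets (SD, n = 4; 1.39 ± 0.397 with library totals as the only scaling). It was at least 8.03-fold lower in KO, taken against the floor of 3 reads (exact two-sided permutation p = 0.0286, the smallest possible with 4 against 4). Gm11454 has 0 entries in the P22 table, so the P22 genotypes were not checked against it.

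**Figure D1:**
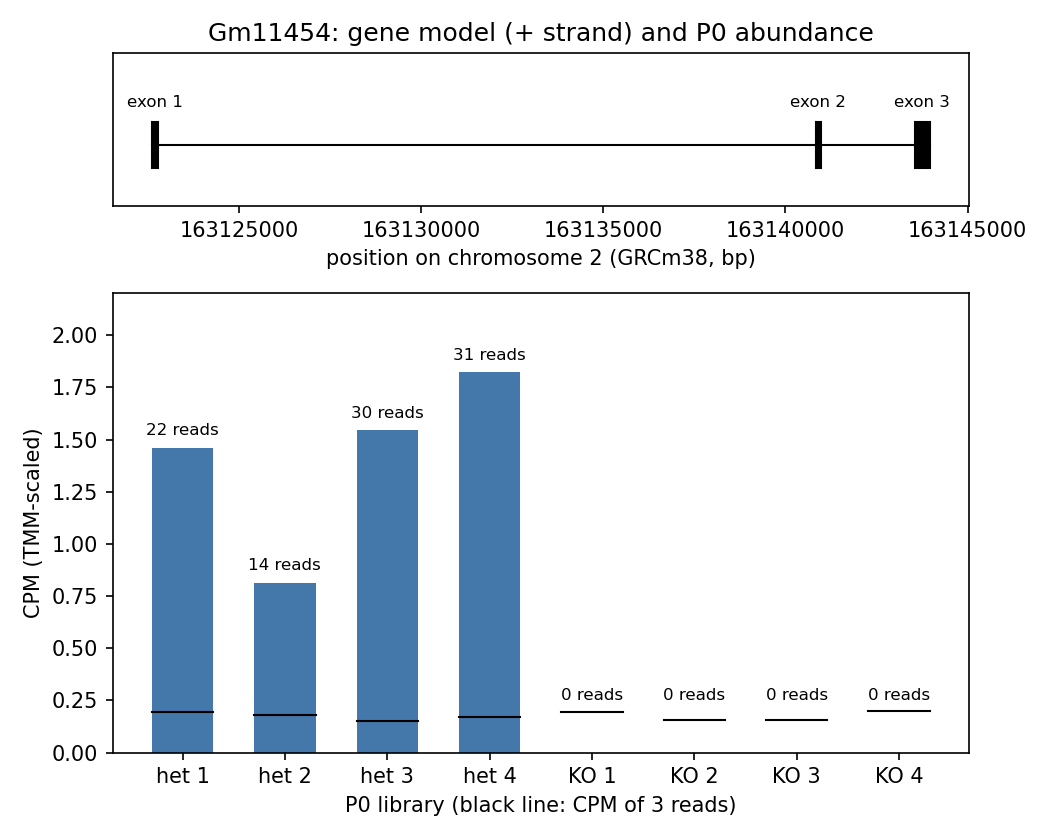
The upper panel maps the 3 exons of Gm11454 (position in bp on chromosome 2, GRCm38), and the lower panel plots its TMM-scaled CPM in each P0 library, with read counts above the bars and a black line at the CPM of 3 reads. The 4 het bars lie between 0.813 and 1.82 CPM, and the 4 KO libraries have 0 reads.

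The P0 comparison asked which genes change in the newborn retina when the remaining copy is lost. Of 19337 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1, Gm11454 (adjusted p = 0.0180; 3.21e-21 to 0.132 over all alternatives). At an unadjusted p under 0.05 there were 1579 genes, 746 higher and 833 lower in KO, where chance alone gives 967. In 455 genes (2.35%) the KO and het libraries did not overlap, and chance gives 2.86%. The alternative that moved the P0 KO vs het count most was the fit without KO replicate 3, which called 2839 genes, 399 higher and 2440 lower. On the first principal component, which held 35.9% of the variance, KO replicates 1, 2 and 4 lay at 22.7, 29.0 and 29.9. KO replicate 3 lay at -27.6, beside het replicate 4 at -29.4, and the other hets lay between -12.8 and -4.15. Same-numbered samples deviated in opposite directions, with a mean r of -0.155 across genes over the 4 pairs. With the replicate number as a block, edgeR's test also called 1 gene, the same gene, and 1724 genes had an unadjusted p under 0.05.

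After Gm11454, the smallest p-values at P0 belonged to Gm49002 (ENSMUSG00000115244.1) and Zfp97 (ENSMUSG00000095990.1). Gm49002 is annotated as an antisense gene on the minus strand of chromosome 14, from 77438586 to 77440976 in GRCm38. It rose from 0.618 ± 0.123 to 1.41 ± 0.296 CPM (SD, n = 4 each), a log2 fold change of 1.18 (SE 0.28, edgeR adjusted p = 0.526). Zfp97, on chromosome 17 from 17121415 to 17146831, rose from 1.92 ± 0.435 to 3.83 ± 1.04 CPM, a log2 fold change of 1.00 (SE 0.24, edgeR adjusted p = 0.526). Neither passed the threshold. Reads of Gm49002 from the opposite strand, and reads of Zfp97 shared with related zinc finger genes, are not separated by what the labels state. Of the 16 retinal genes listed beforehand, 15 were in the P0 table, and 0 of them had a list-adjusted p under 0.05. The smallest was 0.209, and log2 fold changes ran from -0.56 (Sox9) to 0.25 (Pde6b).

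The authors' deposited table calls 34 genes at P0, 20 higher and 14 lower in KO. Of the 34 genes in the authors' deposited table, 1 was also called by the quasi-likelihood test used here, 26 had an unadjusted p under 0.05 and 8 had libraries that did not overlap. An exact test with 1 dispersion for all genes and no TMM scaling called 34 as well, and 29 with TMM scaling. Ndufa4l2 (ENSMUSG00000040280.10, chromosome 10, 127514967 to 127517154 in GRCm38), singled out after its values were seen as second by false discovery rate in the authors' deposited table, has a log2 fold change of -1.23 and a false discovery rate of 6.38e-12 in the authors' deposited table. Here Ndufa4l2 averaged 57.5 ± 29.6 CPM in het and 24.2 ± 16.9 CPM in KO (SD, n = 4 each). Its log2 fold change was -1.24 (SE 0.39, edgeR adjusted p = 0.526), and the groups overlapped, with a lowest het of 37.4 CPM and a highest KO of 49.5 CPM.

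Marker sets addressed the question of cell composition at P0. By camera, 8 of 13 sets passed an adjusted p of 0.05, 2 higher and 6 lower in KO. The neurogenic set fell by 0.25 on the log2 scale (adjusted p = 0.000114 by camera in limma), with 1 of its 16 genes higher in KO. The rod set rose by 0.16 (adjusted p = 0.0451 by camera in limma) with 17 of 20 genes higher. The cone set was also higher (0.19), and the progenitor (-0.22), Müller glia (-0.17), amacrine (-0.30), ganglion (-0.12) and vascular (-0.29) sets were lower. Camera treats genes as nearly independent. In fry, which keeps the correlation between genes, 0 sets passed and 0 had an unadjusted p under 0.05. The fry adjusted p was 0.651 for the rod set, in a range of 0.000267 to 0.651 over all alternatives. It was 0.484 for the neurogenic set, in a range of 8.49e-07 to 0.484. With the replicate number as a block, camera called 6 sets, 1 higher and 5 lower, and the P0 rod set had an adjusted p of 0.0928 in limma. Same-numbered samples had a mean r of -0.155.

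Per-library scores at P0 overlapped between genotypes for all 13 sets. The neurogenic score was 6.37 ± 0.071 in het and 6.12 ± 0.281 in KO (SD, n = 4 each; exact two-sided permutation p = 0.143, adjusted over the 13 sets 0.557). The rod score was 4.99 ± 0.240 in het and 5.15 ± 0.209 in KO (exact p = 0.371, adjusted 0.604). The smallest exact p of the 13 was 0.114, for the cone score. Taking the median over genes in place of the mean moved the rod difference from 0.16 to 0.26. Without KO replicate 3, the P0 neurogenic set score difference was -0.42, against -0.25 with it. The P0 progenitor set score then differed by -0.41 and the P0 amacrine set score by -0.45. Each of these 3 had an exact two-sided p of 0.0286 in that fit, not adjusted over the 13 sets and the smallest that 3 against 4 can give.

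The P22 comparison asked the same of the differentiated retina. Of 11613 genes, edgeR's quasi-likelihood test called 1295 at an adjusted p under 0.05, 551 higher and 744 lower in KO. At an unadjusted p under 0.05 there were 3350 genes, where chance gives 581. In 40.7% of genes the KO and het libraries did not overlap, against 13.3% by chance. The split by direction depended on scaling, and also on the test and on a fold change threshold. With library totals only, 1488 genes were called, 1073 higher and 415 lower, so that 72.1% were higher against 42.5% under TMM. DESeq2 size factors gave 1280 calls, 527 higher and 753 lower. Removing TMM moved the median log2 fold change of all genes by 0.14, from 0.036 to 0.17. Across the alternatives the P22 KO vs het count ran from 172 to 2675. It was 172 (137 higher, 35 lower) when an absolute log2 fold change of at least 1 was also required. It was 2675 (1407 higher, 1268 lower) with limma-voom sample weights. Each fit without 1 KO library had more lower than higher genes. Of the 1295 genes, 342 were called in each of the 4 fits that left out a KO library, and 0 changed sign in any of the 6 fits that left out a library. At least 1292 of the 1295 had every KO library on one side of both hets. A sign change was therefore nearly ruled out beforehand.

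The authors' deposited table calls 2111 genes at P22, 1700 higher and 411 lower. Of the 2111 in the authors' deposited table, 914 were also called here, all 914 in the same direction, and 381 genes were called here only. In the P22 KO vs het comparison, the exact test with 1 dispersion and TMM scaling called 1763 genes, 917 higher and 846 lower.

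Among the 1292 called genes that met the naming rule, the largest rises at P22 were in Gm37357, Etnppl, Slitrk4, Gsg1 and Cdh8. Gm37357 (ENSMUSG00000103625.1) rose from 1.69 ± 0.080 CPM in het (SD, n = 2) to 7.72 ± 2.15 CPM in KO (n = 4), a log2 fold change of 2.21 (SE 0.37, edgeR adjusted p = 0.00781). The DESeq2 filter on mean counts left it without an adjusted p, and over the other alternatives its adjusted p ran from 1.95e-08 to 0.0226. Etnppl (ENSMUSG00000019232.14) rose from 5.19 ± 1.73 to 18.2 ± 4.06 CPM (log2 fold change 2.05, SE 0.30, edgeR adjusted p = 0.00624). Slitrk4 (ENSMUSG00000046699.14), Gsg1 (ENSMUSG00000030206.13) and Cdh8 (ENSMUSG00000036510.17) rose by 1.74, 1.72 and 1.49 on the log2 scale. The lowest het values of Slitrk4 and Gsg1, each 2.92 CPM, are not far above the floor of het replicate 1. In GRCm38, Gm37357 spans 161811045 to 161814167 on chromosome 1, Etnppl 130617448 to 130637521 on chromosome 3 and Slitrk4 64264885 to 64276996 on chromosome X. Gsg1 spans 135237326 to 135254351 on chromosome 6 and Cdh8 99024471 to 99416471 on chromosome 8. Gm37357 is annotated as TEC, a transcript still awaiting experimental evidence.

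The largest falls at P22 were in Reep6, Tulp1, Dct, Tma7-ps and Gnat1. Reep6 (ENSMUSG00000035504.16) fell from 1301 ± 82.6 CPM in het (SD, n = 2) to 506 ± 101 CPM in KO (n = 4), a log2 fold change of -1.36 (SE 0.17, edgeR adjusted p = 0.00624). Tulp1 (ENSMUSG00000037446.14) fell from 2362 ± 242 to 962 ± 246 CPM (log2 fold change -1.30, SE 0.20, edgeR adjusted p = 0.00699). Gnat1 (ENSMUSG00000034837.12) fell from 14427.5 ± 14.5 to 6375 ± 1362 CPM (log2 fold change -1.18, SE 0.24, edgeR adjusted p = 0.0140). Dct (ENSMUSG00000022129.4) changed by -1.27 and the processed pseudogene Tma7-ps (ENSMUSG00000059058.7) by -1.21 on the log2 scale. Reads of Tma7-ps shared with its parent gene are not separated by what the labels state. At P22 Tma7-ps was not called in 1 alternative, with an adjusted p of 2.64e-05 to 0.0871 over all of them. Dct was not called in 3 alternatives, and its edgeR adjusted p ran up to 0.0646 without KO replicate 2, in a range of 4.19e-08 to 0.0646 over all alternatives. The pigment epithelium score was also lower in the P22 KO libraries (2.83 to 4.35) than in the hets (4.47 and 5.32). Dct was lowest, at 7.73 CPM, in KO replicate 3, which had the lowest such score. Whether the fall of Dct follows the amount of pigment epithelium was not tested. In GRCm38, Reep6 spans 80329953 to 80336441 on chromosome 10, Tulp1 28351515 to 28365222 on chromosome 17 and Gnat1 107674474 to 107679712 on chromosome 9. Dct spans 118012790 to 118052244 on chromosome 14 and Tma7-ps 171711088 to 171711282 on chromosome 1.

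Of the retinal genes listed beforehand, 6 had an adjusted p under 0.05 at P22 both over the list and over all genes, and all 6 were lower in KO. Besides Gnat1, Nr2e3 (ENSMUSG00000032292.8, chromosome 9, 59942771 to 59960659 in GRCm38) fell from 477 ± 4.00 CPM in het (SD, n = 2) to 246 ± 30.2 CPM in KO (n = 4), with a log2 fold change of -0.96 (SE 0.13, edgeR list-adjusted p = 0.000152). Pde6b (-0.95), Opn1sw (-0.64) and Nrl (-0.57) had edgeR adjusted p-values over all genes of 0.0103, 0.00845 and 0.0236. Nrl was not called in 3 alternatives, with an adjusted p of 0.000716 to 0.0813 over all of them. Crx changed by -0.51, and its edgeR adjusted p over all genes was 0.0479, but it was not called in 8 alternatives, in a range of 0.00207 to 0.140 over all alternatives. In 5 further genes of the list, none below 0.05 over the list, the log2 fold changes ran from -0.18 (Otx2) to 0.45 (Hes1), with the smallest list-adjusted p at 0.0820.

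**Figure D2:**
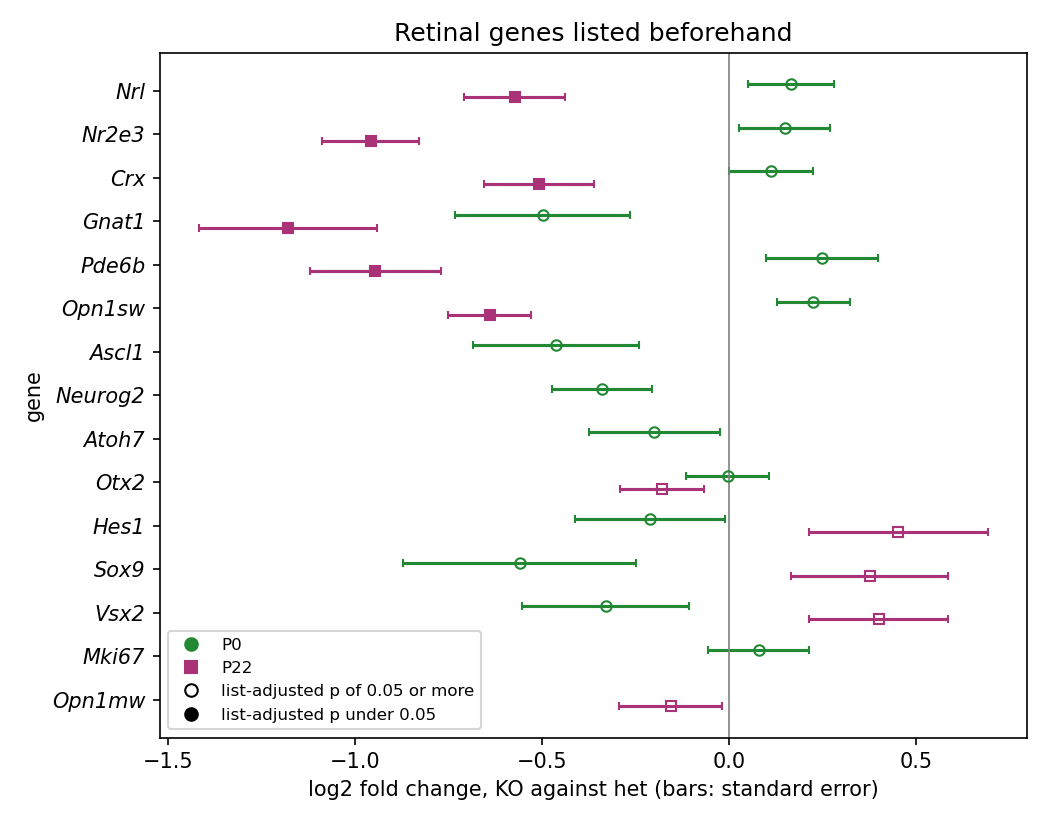
Log2 fold changes of KO against het from edgeR (x axis, bars are standard errors) for 15 of the retinal genes listed beforehand (y axis), at P0 (circles) and P22 (squares), filled where the list-adjusted p is under 0.05. The 6 filled squares lie between -1.18 (Gnat1) and -0.51 (Crx), and no P0 circle is filled.

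By camera at P22, 9 of 12 sets passed, 3 lower and 6 higher in KO. The rod set had a mean log2 fold change of -0.89 with 0 of 20 genes higher (adjusted p = 8.28e-14 by camera in limma). The cone set changed by -0.57 with 0 of 14 genes higher, and the photoreceptor precursor set by -0.36. The Müller glia (0.58), bipolar (0.56), vascular (0.45), horizontal (0.43), amacrine (0.36) and progenitor (0.29) sets were higher. The neurogenic set changed by -0.24 and did not pass (adjusted p = 0.0876 by camera in limma). Fry called 8 sets, 7 of them shared with camera. The rod set had a fry adjusted p of 0.00805 in limma, the neurogenic set likewise 0.00805, and the amacrine and horizontal sets were not called by fry. With library totals only, the rod set lay 0.92 below the median of all genes, at -0.75.

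In the per-library scores at P22, every KO library lay below both hets for the rod, cone, photoreceptor precursor and neurogenic sets. Every KO library lay above both hets for the progenitor, Müller glia, bipolar, horizontal and vascular sets. Each of these 9 had an exact two-sided permutation p of 0.0667, the smallest that 2 against 4 can give, so none can pass 0.05. The rod score was 11.4 ± 0.026 in het (SD, n = 2) and 10.5 ± 0.182 in KO (n = 4). The Müller glia score was 5.83 ± 0.055 in het and 6.40 ± 0.113 in KO. Taking medians moved the rod difference from -0.88 to -0.95 and the vascular difference from 0.43 to 0.05.

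**Figure D3:**
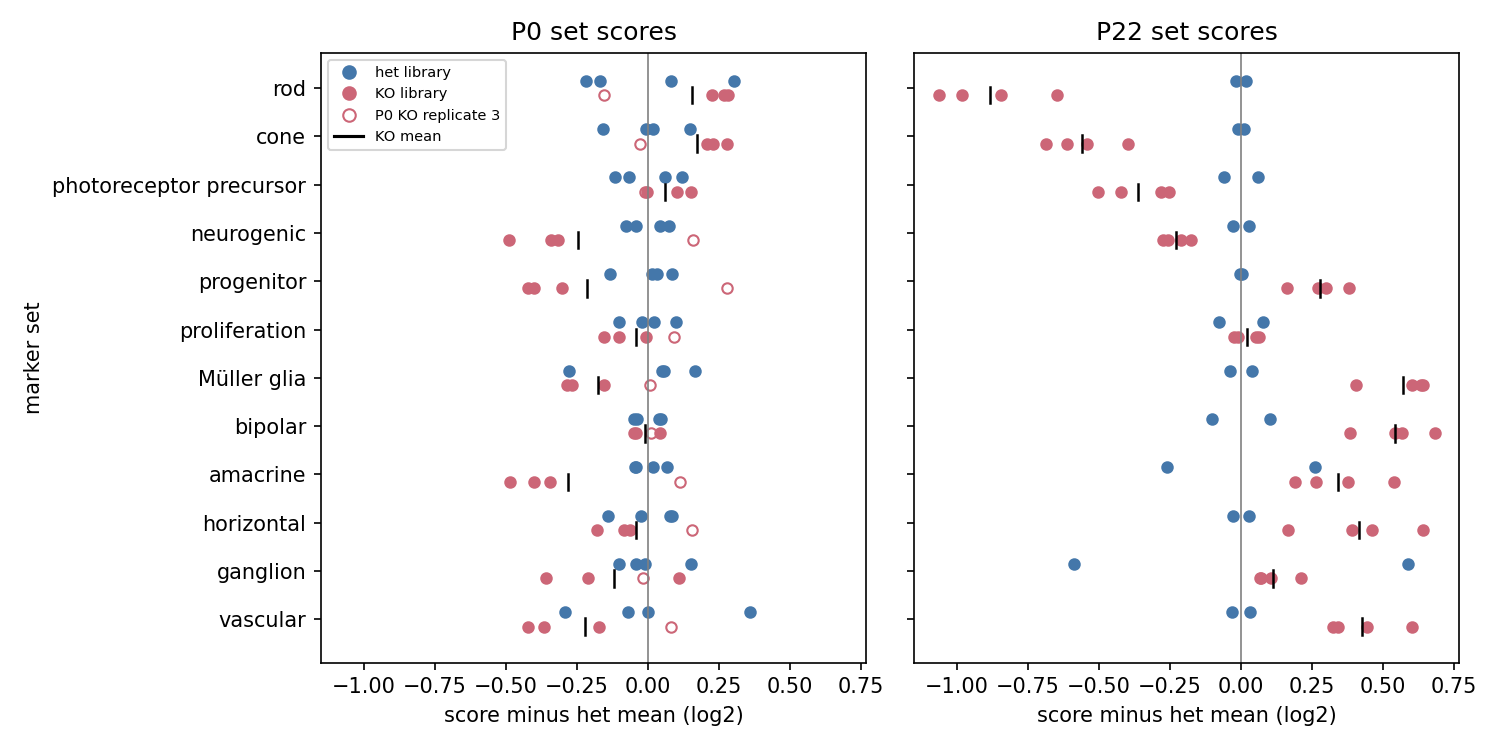
Set scores of each library minus the het mean (x axis, log2 scale) for 12 marker sets (y axis) at P0 and P22; blue points are het libraries, red points KO libraries, the open point is P0 KO replicate 3, and black bars are KO means. The rod scores of the 4 P22 KO libraries, 10.4 to 10.8, lie below both hets at 11.4, and the P0 genotypes overlap.

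Whether the genotype effect differed between ages was tested directly on the 11428 genes in both tables. EdgeR's quasi-likelihood test called 468 genes, 201 with a more positive and 267 with a more negative effect at P22, and 422 of them were also called at P22. With limma-voom sample weights the genotype effect by age interaction count was 1581, and without P22 KO replicate 1 it was 195. The 3 smallest p-values belonged to Arr3, Oaz1 and Epha4. Their values at each age below are from the separate fits and the differences from the joint fit, with its own scaling, so they do not subtract exactly. Arr3 (ENSMUSG00000060890.11, chromosome X, 100605497 to 100618493 in GRCm38) had log2 fold changes of 0.45 at P0 and -0.75 at P22, a difference of -1.23 (SE 0.14, edgeR adjusted p = 0.000809). Oaz1 (ENSMUSG00000035242.15, chromosome 10, 80826656 to 80829290) went from -0.12 to -1.08, a difference of -0.99 (SE 0.13, edgeR adjusted p = 0.00457). Epha4 (ENSMUSG00000026235.14, chromosome 1, 77367185 to 77515088) went from -0.11 to 1.12, a difference of 1.18 (SE 0.17, edgeR adjusted p = 0.00485). Across genes, which are not independent replicates, the fold changes at both ages had a Pearson correlation of 0.21 and a Spearman correlation of 0.24.

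Among the genes in both tables, 0 were called at P0 and 1258 at P22, so the shared count was 0. At an unadjusted p under 0.01 at both ages, 67 and 1657 genes passed and 8 were shared, 4 of them in the same direction, where chance gives 9.71 (Fisher's exact test, two-sided, p = 0.727).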

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

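The test of P0 KO replicate 3 as a mislabelled sample and the test of sex after offsets were chosen only after the result was seen; the other tests of this part were written before their results. In 70 groups of 4 libraries, the highest or lowest library was compared with the others by the size of its gap relative to the range. 7 groups had such a distant library, where chance gives 3.5, so single ones are unremarkable; 3 of the 7 were P0 KO replicate 3.

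P0 KO replicate 3 stood apart from the other P0 KO libraries in the rod score (4.84 against 5.22 to 5.28), the progenitor score (7.69 against 6.99 to 7.11) and Ndufa4l2 (49.5 CPM against 13.7 to 17.2). It also lay with the hets on the first principal component. A mislabelled sample could explain this. It held 0 reads of Gm11454, where the hets held 14 to 31. A gene at 0 on one side and at 10 or more on the other occurred in 2 of the 35 splits of the P0 libraries, the real one and the one by sex. This speaks against a het under a KO label, although the gene was singled out for its 0 reads in all 4 KO libraries. After offsets for GC content and transcript length the library lay at -23.4, beside het replicates 1 and 4 at -17.6 and -24.7. Het replicates 2 and 3 then lay at 6.59 and 2.60, beside KO replicate 2 at 7.56, so the hets no longer formed a group and these biases are not excluded. The exact two-sided permutation p for sex, read from Xist and Ddx3y, was 0.314 on the first component and 0.0857 after the offsets. KO replicate 2 has the female markers too and lay with the other KO libraries at 29.0 on the first component. Before the offsets, sex alone therefore does not set KO replicate 3 apart. After the offsets, KO replicates 2 and 3 lay at 7.56 and -23.4, below the male KO replicates 1 and 4 at 23.3 and 25.7. The female het replicates 1 and 4 likewise lay below the male het replicates 2 and 3, so a part for sex is left open there. The library total of KO replicate 3, 19368081 reads, was within the range of the other KO libraries. Of the 4 scores for pigment epithelium, lens, muscle and blood, 0 lay outside the range of the other 7 libraries. The position of KO replicate 3 cannot be told apart from GC and length biases or, less so, from a wrong label. After the offsets, a part for sex is not excluded either.

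The pigment epithelium score was low in P0 het replicate 1, at 2.34 against 2.99 to 3.02 in the other hets. A smaller amount of that tissue could lower the whole set, but 66.7% of its 9 genes were lowest there, under the 80% set beforehand. In P22 KO replicate 3 the score was 2.83 against 4.18 to 4.35 in the other KO libraries, and 100% of the 5 genes were lowest there. That is in line with less pigment epithelium in that sample, and no other explanation was tested.

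The Müller glia score of P22 KO replicate 4 was 6.23, against 6.43 to 6.47 in the other KO libraries. After offsets for GC content and transcript length its gap shrank to 0.700 of the range, so these biases may account for part of it. Zfp97 reached 5.38 CPM in P0 KO replicate 2, against 3.12 to 3.49 in the others. Reads shared with related zinc finger genes were not tested for Zfp97.

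The genotype effect differed between ages for 8 of 12 set scores, in the exact test over 1050 arrangements. Each score used the set genes found at that age. The rod set held the same 20 genes at both ages. The progenitor set held 17 at P0 and 13 at P22, and the vascular set 12 and 8. The difference, P22 minus P0, was -1.04 for rod, -0.73 for cone, -0.42 for photoreceptor precursor, 0.49 for progenitor, 0.74 for Müller glia, 0.55 for bipolar, 0.62 for amacrine and 0.65 for vascular genes, with exact p-values of 0.00381 to 0.0248 and adjusted values of 0.0343 to 0.0371. With library totals as the only scaling, 7 of the 8 kept an adjusted exact p under 0.05; the bipolar set had 0.0597. Without P0 KO replicate 3, all 8 kept it. At the level of genes, 468 differed between ages in edgeR's test, with Arr3 at -1.23, Oaz1 at -0.99 and Epha4 at 1.18. Age coincides with the library kit, and an effect of the kit that acts on 1 genotype only was not tested. The pattern cannot be told apart from that. For the sets other than rod, a part for the different genes scored at each age was not tested. The P22 labels could not be checked, since the P22 table has 0 entries of Gm11454.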

How the results depend on the processing

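The P0 KO vs het count of called genes was 1. It was 2150 with limma-voom sample weights (476 higher, 1674 lower), which gave KO replicate 3 a weight of 0.234. It was 34 in the exact test with 1 dispersion and library totals only, and 29 with TMM. It was 0 with a mean CPM of at least 1, because that filter removes Gm11454 (1512 genes had an unadjusted p under 0.05). It was also 0 with the replicate block and GC and length offsets together (1049 genes at that p). Leaving out 1 library gave 0 to 2839 genes; the fits with 0 calls left out het replicate 1, 3 or 4 and had 1838, 1215 and 608 genes at that p. DESeq2, both other scalings, robust fitting, the sex score, the replicate block, GC and length offsets and removal of marker genes each called 1 gene, the same gene. Leaving out the filter cannot move the counts, because it removed no gene.

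At P0, fry called 0 sets (0 at an unadjusted p under 0.05) where camera called 8, and leaving out 1 library gave 4 to 8. The P0 rod set changed by 0.16 in fry, by 0.16 with the replicate block and by 0.19 with library totals only, and passed in none of these. Over the 8 fits without 1 library it ran from 0.0502 to 0.26, and 5 of the 8 did not pass, so that it passed in 5 of 13 alternatives. The P0 neurogenic set changed by -0.25 in fry and did not pass, but passed in the other 12 alternatives. Over the alternatives the adjusted p ran from 0.000267 to 0.651 for the rod set and from 8.49e-07 to 0.484 for the neurogenic set.

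The P22 KO vs het count was 1295. It was 2675 with limma-voom sample weights, 741 with a sex score from Y-linked genes, 2111 in the exact test with 1 dispersion and library totals only, 847 with libraries thinned to the shallowest, 172 with an absolute log2 fold change of at least 1, and 344 to 1273 without 1 KO library. With the replicate block it was 1760, of which 1084 were among the 1295, and with the block and GC and length offsets 2188. Same-numbered samples had a mean r of 0.051 over 2 pairs. Without a het library only fold changes were computed. The P22 rod set passed in all 10 alternatives, from -0.96 to -0.75. The P22 neurogenic set passed in fry (-0.24), with adjusted p from 0.00805 to 0.278 over its alternatives. The P22 neurogenic set score difference of -0.23 was -0.10 with library totals only and -0.64 with medians. The thinned count shows that the depth of het replicate 1 would limit the P22 calls if every library were as shallow.

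The genotype effect by age interaction was called in 468 genes, in 1581 with limma-voom sample weights and in 195 to 1225 without 1 P0 or P22 KO library. No interaction fit left out a P22 het library. The P0 and P22 calls shared rose from 0 to 8 at an unadjusted p under 0.01, and with DESeq2 there were 0.

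These results reversed. The P0 bipolar set changed by 0.0150 with GC and length offsets. The P0 bipolar set score differed by 0.0126 with library totals only, by 0.050 with medians, and by -0.0516 to 0.00673 without 1 library. The P0 horizontal set ran from -0.15 to 0.0120 without 1 library. The P0 horizontal set score ran from -0.14 to 0.00323, with 0.11 for medians. The P22 proliferation set changed by -0.00784 with the replicate block. The P22 proliferation set score differed by -0.0790 with medians and by -0.0560 to 0.0933 without 1 library. The P22 ganglion set score ran from -0.48 to 0.70 without 1 library. Except where stated, for these and the changes above the cause was not tested.

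Of the 15 genes named at P22, 8 were unchanged in every alternative run; for the others, 15 fits were weaker, 0 stronger and 3 moved. For the 3 named at P0, 4 fits were weaker and 7 stronger. The 3 named for the difference between ages changed in 0 of 45 fits, none of which left out a P22 het library. For Gm37357 the DESeq2 test gave no adjusted p. The alternatives for normalized values and the P22 sex score with Xist were not run.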

Other observations

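The on-off test of Gm11454 and the test of glycolysis genes were chosen only after their patterns were seen, as were the tests of P22 mislabelling and of the direction of the neighbouring genes; the other tests of this part were written before their results.

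The P0 calls were set against other splits of the same 8 libraries into 4 and 4. Of the 35 splits, 6 gave at least 1 called gene, and 1 gave 3153. Among the 8 splits that, like the real one, part every same-numbered pair, 3 gave at least 1. The remaining splits leave at least 1 same-numbered pair on one side. For the 8 sets called by camera, 3 of the 35 splits gave as many. For the 2150 genes with sample weights 5 of 35 splits did, and for the 34 genes of the exact test with 1 dispersion 12 of 35 did, with a median of 30. So the size of none of these P0 counts sets the genotypes apart from other splits.

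Leaving out P0 KO replicate 3 gave 2839 calls, and 1 of the 35 splits of the other 7 libraries into 3 and 4, the real one, gave as many; the next gave 8. That library was picked because its removal gave the most calls. When each of the 8 libraries was left out in turn in every split that parts the pairs, 2 of the 8 splits reached 2839 in some fit, with 4143 in the other. That other split exchanges KO replicate 3 and het replicate 3, and with het replicate 3 left out it sets KO replicates 1, 2 and 4 against hets 1, 2 and 4 and KO replicate 3. With 8 splits the share cannot go under 0.05. The 3 KO libraries may carry a shared change that KO replicate 3 lacks, or they may share an unlabelled batch, and these data do not tell the 2 apart. Fold changes from disjoint groups of the P0 libraries had a median r of 0.15 over 18 pairs, above the 0.1 set beforehand, but 7 of the 35 splits gave a median as high.

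At P22, 1 of the 15 splits, the real one, gave 1295 calls, and the other splits gave 0, with up to 1516 genes at an unadjusted p under 0.05. Among the 4 splits that part both same-numbered pairs, 1 did. The same held for the 2675 calls with sample weights (1 of 15, the next at 1070) and the 2111 of the exact test with 1 dispersion (1 of 15, the next at 80). With 15 or 4 splits the share cannot go under 0.05. For the 9 sets called by camera at P22, 3 of 15 splits gave as many, and for the 8 called by fry 1 of 15 did. Fold changes of 2 KO libraries against 1 het and the other 2 KO against the other het, which share no library, had a median r of 0.42 over the 6 ways of dividing the KO libraries (range 0.30 to 0.51). This is consistent with a difference that does not rest on 1 het library.

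The lower rod set at P22 was weighed against technical explanations. With library totals only, its mean log2 fold change was -0.75, which is -0.92 relative to the median of all genes. The relative value cannot depend on scaling, which moves all genes alike. Its adjusted p by camera in limma after GC and length offsets was 2.37e-14. The deeper het library's rod score lay 0.67 above the highest KO library, so the shallow het is not the source. The pigment epithelium score differed by -0.98, KO minus het, so more of that tissue in KO does not explain it. By reads of Y-linked genes, both hets and KO replicates 1, 3 and 4 are male, and KO replicate 2, with 0 Uty reads, is female. The male KO libraries had rod scores of 10.4 to 10.8 against 11.4 in the hets, which argues against sex as the source. Removing the 34 rod and cone genes before scaling moved the median of the 117 other retinal set genes by 0.00039. TMM trims such genes in any case, so this does not rule out an effect of their share of the reads on the higher sets. With 0 entries of Gm11454 at P22, the labels could not be checked. All 4 KO rod scores (10.4 to 10.8) lay below both hets (11.4), and a single exchanged label would blur such a separation, not create it. The pattern cannot be told apart from an exchange of the labels of whole groups, nor from an unlabelled batch that coincides with genotype. On the first P22 principal component, with 56.7% of the variance, het replicates 1 and 2 lay at -50.7 and -9.79. The KO libraries lay between 7.29 and 20.4. As a hypothesis, KO retinas at P22 may hold fewer rod transcripts, through fewer rods or less expression per rod.

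Gm11454 may be the deleted gene. At P0, 2 of the 35 splits had a gene at 0 reads in all 4 libraries of one side and at 10 or more in each of the others: the real split, with 1 such gene, and the split by sex, with 4. The gene was chosen by its values and the labels do not name it, so that it is the targeted gene remains a hypothesis that these counts do not settle. The 22 other genes within 1 Mb of Gm11454 had a mean absolute log2 fold change of 0.16, at percentile 38.3 of 10000 random lists matched on expression, so their changes were not larger than elsewhere. Their direction was less even: 16 of the 22 were lower in KO, against a median of 10, and 1.3% of the random lists had as many. The smallest adjusted p among them was 0.526 in edgeR. A local effect or linked strain variants may play a part, but neighbouring genes can vary together for other reasons, which random lists do not reproduce.

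The 33 genes called at P0 only in the authors' deposited table all (100%) had a gene-wise dispersion above the common one, against 42.4% of all P0 genes. These genes were selected as called with 1 dispersion and not with gene-wise ones, so the 100% largely follows from the selection. Among them, 3 were in a list of 20 glycolysis and hypoxia genes, Ndufa4l2 included. Of that list, 16 tested genes were left after removing these 3, and 15 of the 16 were lower in KO. The list's score was 6.11 ± 0.138 in het and 5.91 ± 0.095 in KO (SD, n = 4 each; exact two-sided permutation p = 0.0857), so a hypoxia difference between genotypes was not shown.

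Mitochondrial transcripts took 7.10% and 7.77% of reads in the P22 hets and 10.5% to 12.5% in the P22 KO libraries (exact permutation p = 0.0667, the smallest possible). At P0 they took 2.01%, 2.72%, 1.26% and 2.14% in KO replicates 1 to 4, and 1.28% to 1.67% in the hets (exact permutation p = 0.143). The P22 ganglion score was 6.37 in het replicate 1 and 5.20 in het replicate 2, on either side of the 4 KO libraries at 5.85 to 6.00.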
